A study of Homo sapiens with 5 samples.

How the data were processed

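The study sequenced ribosome-protected mRNA fragments (ribosome profiling) from MCF10A cells, an immortalised, non-tumorigenic human breast epithelial line. One pair of samples carried a stable short hairpin RNA (shRNA) aimed at the tyrosine tRNA with the GUA anticodon (group shTyr), and the other pair carried a control hairpin (group shControl). Per the labels' protocols, ribosomes were stalled with cycloheximide, unprotected RNA was digested with RNase I, ribosomes were pelleted through sucrose, short fragments were cut from a gel, ligated to barcoded linkers, depleted of ribosomal RNA, circularised, amplified and sequenced on an Illumina NextSeq. A further sample, described in the labels as the pooled footprint reads of all samples before demultiplexing, was put in no group. How the matched mRNA libraries were made is not stated in the labels, nor is which libraries of the 4 grouped samples hold mRNA and which hold footprints.

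The processed data analysed here were one table of 11153 genes with no values per sample. By its name and per the file headers, it is the output of xtail, a program that compares translational efficiency (TE), the ratio of ribosome footprints to mRNA of a gene, between conditions. The authors' table gives log2 fold changes of shTyr over shControl for mRNA, for ribosome footprints and for TE, and 1 log2 TE value per group. The authors deposited p-values of 2 xtail estimates, together with a final p-value and an adjusted p-value. In xtail, the v1 estimate compares the fold change of footprints with the fold change of mRNA, and the v2 estimate compares TE in one condition with TE in the other. The final p-value was the larger of the v1 and v2 values in all 11153 genes. The final value came from v1 in 9635 genes and from v2 in 1518. The deposited adjusted p-value equalled a Benjamini-Hochberg adjustment of the final p-value to within 4.2e-14. The deposited footprint change minus the mRNA change equalled the difference of the group log2 TE values to within 9.2e-05. The final TE change used here is an xtail estimate and can depart from that difference. P2RY1 had log2 TE values of 2.60 in shControl and 7.78 in shTyr, but a final TE change of -0.20. POF1B had 1.43 and 7.21, but a final TE change of 0.55. How many genes depart in this way is not given here. The table's control TE column is abbreviated and was read as shControl. The aligner, the counting of reads, the genome build, the annotation, the xtail version and any minimum count are stated neither in the labels nor in the header. The use of the replicates inside xtail, read depth and the spread between replicates are therefore unknown here, no standard deviation can be given for any value, and the authors' p-values are the only measure of error. How reads that match several genes were counted, and whether the counting used strand, is also not stated, which makes values of genes with near-identical copies uncertain.

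The design fixed beforehand had a count test for the case of counts per sample and the authors' xtail values otherwise. No counts were analysed here, so no count test was run, and the genes called changed are those of the authors' xtail p-values. Everything else was computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A gene was called changed at an adjusted p-value under 0.05. Correlations of mRNA and footprint changes were taken across genes, which are not independent replicates, and carry no p-value. For a list of genes, the median change was set against the medians of 10000 random lists of the same size from the table, and its percentile describes these libraries only. The random lists were not matched on expression, because the table has no expression level. For lists fixed before the data were examined, calls were counted over all genes and also adjusted over the list alone. These were the cytosolic ribosomal protein genes, 12 amino acid and stress response genes and the cytosolic aminoacyl-tRNA synthetases. Also listed were the mitochondrially encoded proteins and the genes EPCAM, SCD and USP3. EPCAM, SCD and USP3 were put down from memory as genes the study followed, which was not checked here. None of the mitochondrially encoded genes was in the table, so that list gave no value.

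The genes named in the text were fixed by a rule set before the data were examined. They were the 5 genes with the largest rise and the 5 with the largest fall in TE among those called, with the same sign in v1 and v2, together with EPCAM, SCD, USP3, YARS, HNRNPA1 and SSB. Any other gene named was chosen after its values were seen. Current gene names came from a table of RefSeq genes (assembly GRCh38.p14), which matched 10464 of the table's genes by current symbol and 651 by a unique older symbol, and left 38 unmatched. Since the table names no genome build, chromosomal positions are not given, and the assembly was used only for gene names, named pseudogenes and the order and grouping of neighbouring genes. The median change was also taken over each group of at least 50 genes that share a chromosome, and set against 200 shuffles of gene order. A comparison of tyrosine codon content with TE changes, beside the other amino acids, had been fixed beforehand. It needs coding sequences and was not run here.

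Alternatives were other thresholds, the v1 and v2 p-values in place of the final one, Bonferroni adjustment, centring of the TE changes on their median (which leaves the p-values as they are), and leaving out the 1% of genes with the largest mRNA changes. An alternative added after seeing the data subtracted from each gene's TE change the median of its 10 nearest genes on each side. The comparison with random lists was tested on simulated lists made from the table's own TE changes. Of 200 simulated lists of 20 genes shifted by 0.5 on the log2 scale, 83.0% fell outside the range holding 95% of random lists, against 6.5% of 200 unshifted lists. The adjustment was tested on random p-values, not on the table's values, with very small p-values given to 200 of 11153 genes. These were recovered at 100.0%, with 7.41% of the calls false. P-values so small pass by construction, so this checks the adjustment and not the power to find changed genes here.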

Results

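Ribosome profiling compared MCF10A breast epithelial cells that stably expressed a hairpin against tRNA-Tyr-GUA (shTyr, 2 samples) with cells that expressed a control hairpin (shControl, 2 samples). The comparison asks whether depletion of this tyrosine tRNA changes how efficiently individual mRNAs are translated. The authors' deposited xtail table held 11153 genes, with 1 log2 fold change per gene for mRNA, for ribosome footprints and for translational efficiency (TE, footprints relative to mRNA). It holds no counts per sample, so the depth behind each value and the spread between replicates are unknown, and positive values are higher in shTyr throughout. The targeted tRNA is not among the genes of the table, so its depletion could not be checked here.

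Changes in mRNA were spread more widely over genes than changes in ribosome footprints. The median mRNA change was 0.06 on the log2 scale with an interquartile range of 1.04, while the median footprint change was -0.03 with an interquartile range of 0.71. At least a doubling of mRNA was listed for 1237 genes and a fall of at least 1 on the log2 scale for 1113 genes. For footprints the corresponding numbers were 893 and 715 genes. The median TE change was -0.10 with an interquartile range of 0.91, and TE rose by at least 1 in 752 genes and fell by at least 1 in 863. The median shift lay at -0.11 for the v1 estimate, and TE changes are to be read against this shift of all genes.

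Footprint changes followed mRNA changes in part. Across the 11153 genes, which are not independent replicates, Pearson's r of the 2 log2 fold changes was 0.69 and Spearman's rho was 0.54. The slope of footprint change on mRNA change was 0.58. Without the 112 genes that made up the 1% with the largest mRNA changes, r was 0.64 and rho was 0.53. Both measures moved by at least 1 in the same direction in 981 genes and in opposite directions in 23 genes. An mRNA change of at least 1 with a footprint change under 0.5 in size was seen in 814 genes. The converse, a footprint change of at least 1 with an mRNA change under 0.5, was seen in 286 genes.

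**Figure D1:**
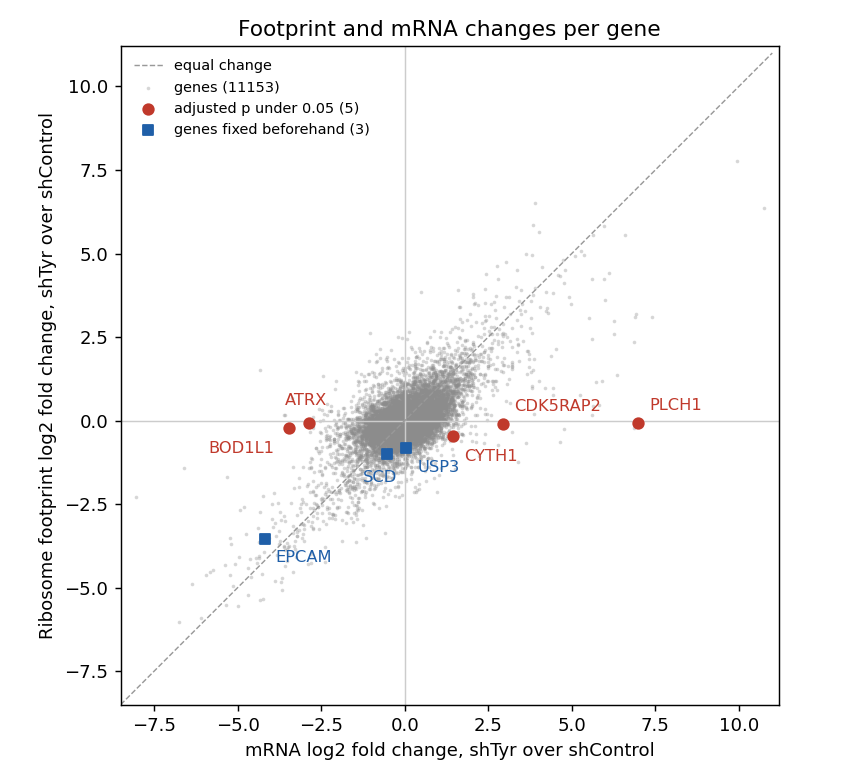
Ribosome footprint log2 fold change (vertical axis) against mRNA log2 fold change (horizontal axis), shTyr over shControl, for 11153 genes (grey points), with the line of equal change dashed. The 5 genes with an adjusted p under 0.05 for TE (red) lie near 0 on the footprint axis, between -0.45 and -0.06, while EPCAM (blue square) lies close to the line of equal change.

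TE differed between the groups in 5 genes by the authors' xtail test at a Benjamini-Hochberg (BH) adjusted p under 0.05, 2 with higher and 3 with lower TE in shTyr. Without adjustment, 961 genes had a final p under 0.05, where at most 558 would be expected if no gene had changed, since the final p is the larger of 2 p-values. Of these 961 genes, 274 had higher and 687 had lower TE. The choice of p-value moved the count most, as the v2 estimate alone, adjusted in the same way, called 3410 genes and the v1 estimate alone called 16. An unadjusted p under 0.05 was reached by 4339 genes in v2 and by 992 genes in v1. The adjusted v2 calls, 1573 higher and 1837 lower, were closer to balance than the 961 genes. Rises and falls of equal size could differ in v1, the source of most final values. For example, the unadjusted xtail v1 p was 0.997 for HIST1H4A (TE change 0.107) and 0.732 for RPL4 (-0.107). How far this shaped the excess of lower TE among the 961 genes was not tested.

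The 3 genes with lower TE were PLCH1, CDK5RAP2 and CYTH1. For PLCH1, the authors' deposited table gives a log2 TE change of -7.22 with an xtail BH-adjusted p of 0.0058, from an mRNA change of 6.98 and a footprint change of -0.06. The control log2 TE of PLCH1 in the authors' deposited table was 8.01, and 31 genes had a control value above 6, a range in which values repeated between genes. CDK5RAP2 had a log2 TE change of -3.04 in the authors' deposited table, with an xtail BH-adjusted p of 4.26e-17, an mRNA change of 2.94 and a footprint change of -0.09. CYTH1 was listed in the authors' deposited table with a log2 TE change of -1.92 and an xtail BH-adjusted p of 0.0135, and with changes of 1.46 in mRNA and -0.45 in footprints.

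Higher TE was called for BOD1L1 and ATRX. BOD1L1 rose by 3.25 on the log2 scale in the authors' deposited table, with an xtail BH-adjusted p of 0.0058, an mRNA change of -3.47 and a footprint change of -0.22. ATRX rose by 2.78 in the authors' deposited table with an xtail BH-adjusted p of 0.0446, and its changes were -2.85 in mRNA and -0.07 in footprints. In all 5 genes the mRNA change was larger in size than the footprint change. Among the 961 genes with an unadjusted p under 0.05, the mRNA change was the larger in 704 genes (73.3%), compared with 61.7% of all genes.

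No change of TE was called for the 6 genes that had been fixed beforehand. EPCAM, SCD and USP3 were put down from memory as genes followed by the study. YARS encodes the tyrosyl-tRNA synthetase, and HNRNPA1 and SSB encode RNA-binding proteins. EPCAM fell by 4.18 in mRNA and by 3.54 in footprints on the log2 scale in the authors' deposited table, and its TE change of 0.62 had an xtail BH-adjusted p of 0.841. SCD changed by -0.54 in mRNA, -0.99 in footprints and -0.44 in TE in the authors' deposited table, with an xtail BH-adjusted p of 0.818. For USP3 the authors' deposited table gives 0.05 in mRNA, -0.83 in footprints and -0.89 in TE, with an xtail BH-adjusted p of 0.611 and an unadjusted p of 0.0620. YARS had a TE change of -0.28 and an xtail BH-adjusted p of 0.866 in the authors' deposited table. HNRNPA1 had a TE change of 0.45 and an xtail BH-adjusted p of 0.823 in the authors' deposited table, and its value is uncertain because the gene has many pseudogene copies. SSB had a TE change of 1.44, an unadjusted p of 0.0116 and an xtail BH-adjusted p of 0.460 in the authors' deposited table. With the v2 p-values alone, 3 of these genes passed the threshold, with BH-adjusted xtail p-values of 0.00432 for SCD, 0.000543 for USP3 and 1.44e-25 for SSB. The v1 p-values gave 0.807, 0.592 and 0.432 for the same genes after BH adjustment.

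Gene lists fixed beforehand kept TE medians within the range that held 95% of 10000 random lists of the same size. The 71 cytosolic ribosomal protein genes had a median TE change of 0.01, at percentile 85.7 of the random lists. Their median mRNA change of -0.20 lay at percentile 1.30 and their median footprint change of -0.16 at percentile 4.41. The control log2 TE of these genes had a median of -5.39, and many of them have pseudogenes that can take up their reads. For 9 amino acid and stress response genes in the table, the median TE change was -0.14, at percentile 42.6, with medians of 0.08 in mRNA and -0.15 in footprints. The 20 cytosolic aminoacyl-tRNA synthetases had a median TE change of -0.33, at percentile 9.69, with lower TE in 17 of 20 genes. Footprints were also lower in 17 of these 20 genes, with a median of -0.18 at percentile 13.0, and the median mRNA change was 0.18. EPCAM, SCD and USP3 had a median TE change of -0.44, at percentile 21.5, and a median footprint change of -0.99, at percentile 1.21, which is not independent evidence if the study chose them on these samples. Over all genes tested, 0 genes of these 4 lists were called by the final p-value. Members did pass with the v2 p-values alone, such as RPL22L1, SLC7A11 and WARS. Their BH-adjusted xtail p-values were 1.79e-19, 7.14e-15 and 6.10e-13 in v2, and 0.498, 0.602 and 0.316 in v1. With the final p-value adjusted over the list alone, 1 gene of the stress list was called (TRIB3, with an xtail BH-adjusted p of 0.0132 within the list) and 0 in the other 3 lists. In the authors' deposited table TRIB3 changed by -1.66 in TE, -2.07 in footprints and -0.44 in mRNA, with an xtail BH-adjusted p of 0.241 over all genes. Unadjusted p-values under 0.05 were listed for 5 ribosomal protein genes, 1 synthetase, 1 stress gene and 0 of the 3 genes EPCAM, SCD and USP3. Subtracting the TE change of neighbouring genes, an alternative chosen after seeing the data, moved the ribosomal protein median to 0.34 and the stress list median to -0.56, both outside the random range.

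**Figure D2:**
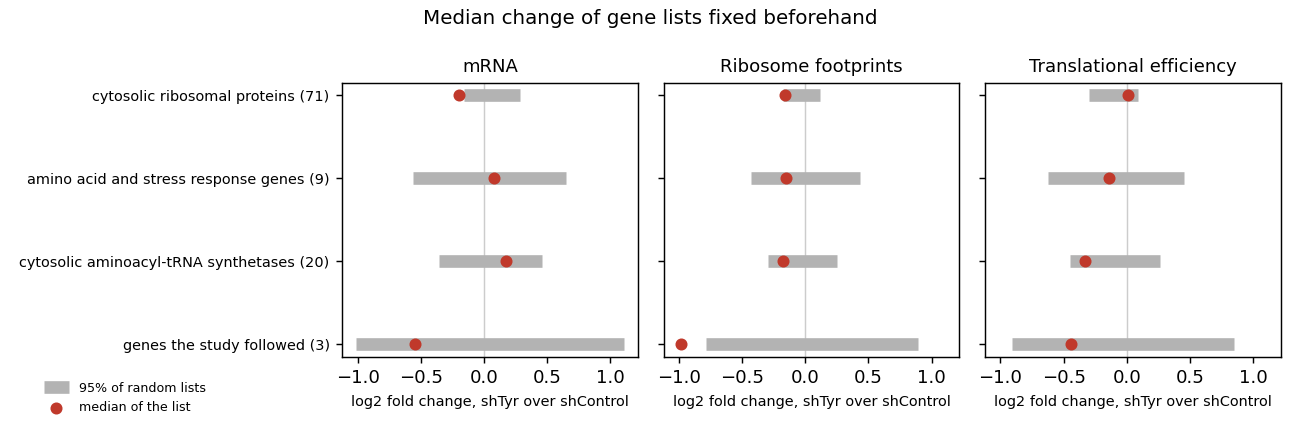
Median log2 fold change (red points; horizontal axes, shTyr over shControl) of mRNA, ribosome footprints and TE for 4 gene lists fixed beforehand, with the number of genes in brackets, and the range holding 95% of 10000 random lists of the same size (grey bars). The TE medians of the 4 lists, from -0.44 to 0.01, lie inside the grey bars.

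TE levels differed far more between genes than between groups. Control log2 TE ranged from -11.4 to 8.51 over genes with an interquartile range of 2.97, and shTyr values ranged from -12.3 to 9.29. Spearman's rho between the group values was 0.95 across genes.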

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

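No paired analysis was possible because the table holds 1 value per gene for the whole comparison and no values per replicate. For the same reason, leaving out replicates, other normalizations of counts and filters on expression were not run, and the comparison with tyrosine codon content was not run because coding sequences were not used here.

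The count of genes with changed TE depended on the p-value and the threshold. At an adjusted p under 0.01 it was 3 genes (1 higher, 2 lower), and at 0.1 it was 18 genes (2 higher, 16 lower). The v1 p-values alone gave 16 genes (2 higher, 14 lower), and the v2 p-values alone gave 3410 genes (1573 higher, 1837 lower). All 5 genes of the main result were among those called at 0.1, in v1 and in v2, which could not have been otherwise. A looser threshold keeps every call, and no v1 or v2 p-value is above the final one. Bonferroni adjustment gave 3 genes (1 higher, 2 lower). A minimum log2 change of 1 left the 5 genes as they were. Centring on the median leaves the p-values untouched and moves each change by about 0.10, so it could not alter these calls and does not show how far the general shift of TE enters the p-values. The final p-value is by construction the larger of the v1 and v2 values, and v2 was the smaller in 9635 genes; why v2 gave so many more small values was not tested.

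Pearson's r of mRNA and footprint changes moved from 0.69 to 0.64 without the 1% of genes with the largest mRNA changes, as those genes carry much of the range. The TE medians of the 4 gene lists stayed on the same side of the random range in v1 and v2. An alternative chosen after seeing the data, subtracting the median TE change of the 10 nearest genes on each side, moved the ribosomal protein genes to 0.34 and the stress genes to -0.56, both now outside the range of 95% of random lists; the cause was not tested. The synthetases (-0.21, over the 16 of 20 that could be placed in gene order) and EPCAM, SCD and USP3 (-0.30) stayed inside it.

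Of the 11 genes named by rule, 0 changed direction in v1 or v2, and 3 passed the threshold in v2 only. With no counts, the precision of fold changes cannot be judged gene by gene.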

Other observations

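The tests on pseudogenes, on library bias along the genome, on other cell types and on repeated control values were chosen only after the result was seen. The marker lists were written after the values of EPCAM were seen, and the S phase and G2 lists after those of the histone genes, but in each case before the values of the lists themselves.

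EPCAM lost mRNA and footprints together, which raised the question whether the 2 cell lines differ in epithelial character. Of 24 epithelial markers other than EPCAM, 16 were in the table. Their median mRNA change was -2.72 and their median footprint change -2.64, below all 10000 random lists, and both measures were lower in 15 of 16 genes (KRT8 was the exception). In the authors' deposited table CDH1 changed by -3.89 in mRNA and -4.80 in footprints, and OCLN by -6.09 and -5.91. Of 24 mesenchymal markers, 19 were in the table, with medians of 1.90 in mRNA and 1.40 in footprints, above all random lists, and both measures were higher in 17 of 19 (SNAI2 and COL1A1 were lower). FN1 rose by 3.62 in mRNA and 4.99 in footprints in the authors' deposited table, and ZEB1 by 4.98 and 3.50. No gene was on both lists. The median TE changes of the lists, -0.25 and -0.15, lay inside the random range. These values are consistent with a loss of epithelial identity in the shTyr cells at the level of mRNA, and the fall of EPCAM may belong to it. Cells of another type in the shTyr samples would lower markers by a common amount, and the markers' mRNA changes had an interquartile range of 2.10, above the upper limit of 1.59 of the range holding 95% of random lists. This cannot be told apart from a change of state, because cells of another type can express some of the markers and the table gives no expression levels. An effect of the tRNA, an effect of the hairpin on other targets, a drift of one stable line and mislabelled samples also stay open, since each hairpin was compared in stable cells and no values per sample were analysed here.

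Neighbouring genes shared changes in mRNA and TE more than in footprints. Spearman's rho between genes 10 places apart was 0.08 for mRNA and 0.12 for TE, both above all 1000 shuffles of gene order, and 0.01 for footprints, which 172 of 1000 shuffles matched or exceeded. For adjacent genes rho was 0.15 for mRNA, 0.16 for TE and 0.05 for footprints, the last also above all shuffles. At 30 places rho was 0.05 for mRNA and 0.07 for TE. Copy number differences between the 2 cell lines would give correlated footprints at that distance as well, unless translation buffered them. For footprints rho was 0.0071, inside the shuffled range, which argues against them as the source of most large footprint changes. Since mRNA changes were correlated at that distance, a part of copy number in the mRNA changes is not excluded. The standard deviation of the medians of 23 chromosomes was 0.173 for mRNA and 0.170 for TE, where shuffled order reached 0.0678 and 0.0600, and 0.0435 for footprints, marginally above the 0.0429 of shuffled order. Smaller copy number differences therefore stay open. A bias of the mRNA libraries along the genome may also enter the TE changes (rho of 0.0822 for mRNA at 10 places). Base composition, which varies regionally, was not tested, because it needs the sequences.

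Counting noise was examined as a source of the wider spread of mRNA changes. Noise in low mRNA counts would widen mRNA changes mainly in genes of high TE. Genes were split into 5 equal bins of mean log2 TE. The ratio of interquartile ranges, mRNA over footprints, was 1.63 in the top bin but also 1.35 in the middle bin (95% bootstrap interval over genes 1.26 to 1.45) and 1.18 in the lowest. The ratio of standard deviations was 1.40 in the top bin and 1.09 in the middle bin, for which no interval was computed. The measure of spread had not been fixed beforehand, and the interquartile range was chosen as the deciding one after both were seen. The rise of both ratios toward the top bin is what such noise predicts. A ratio above 1 in the middle bin does not exclude it, because TE is a ratio and not a depth, and genes with few mRNA reads can lie in every bin. The median mRNA change also fell over the bins, from 0.38 in the lowest to -0.34 in the top bin. Footprint medians in these bins were -0.03 and -0.05. A wider spread alone gives no such direction, but mean TE is built from the same mRNA values, so the shift does not decide the question. Counting noise, other error in the mRNA libraries and buffering of mRNA changes by translation cannot be told apart here, since the table gives no read depth.

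The largest falls in TE sat where control mRNA may be near its lowest measurable level. Of the 20 largest falls, 18 had a control log2 TE above 6, and of the 31 genes with such a value, 25 had an mRNA rise of at least 3. Both counts are partly built in, because a low control mRNA value raises control TE, the mRNA rise and the TE fall together. Histone genes were also above 6, such as HIST1H4L (8.33) and HIST1H2AB (8.19), with mRNA changes of -1.96 and -1.33. A value above 6 alone therefore does not mark the lowest measurable level. Among these 31 genes, 12 shared their control value with another gene to within 0.001, where 1000 sets of jittered values gave a median of 2 and an upper limit of 6. PLCH1 was one of them, with 1 other gene within 0.001. In shTyr, 15 genes had a log2 TE above 6 and 0 of them shared a value. Jittered values there gave a median of 0 and an upper limit of 2. The shTyr count therefore cannot show whether repeats are confined to the control group. Repeats of this kind are what small whole read numbers give, so the size of such falls, PLCH1 included, is a candidate for an effect of few reads. The 4 other genes called for TE had control values of 1.82 (CDK5RAP2), 1.07 (CYTH1), 1.18 (BOD1L1) and 1.68 (ATRX) in the authors' deposited table, outside that range.

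TE levels of 2 sets of genes, those with many pseudogenes and the histone genes, lay apart from those of other genes. How much of the wide range of TE over all genes they account for was not tested. The 243 genes with 5 or more named pseudogenes, ribosomal proteins left out, had a median control log2 TE of -2.16 and a median of -2.07 in shTyr, below all random lists, against 0.27 and 0.21 in the 9247 genes with no named pseudogene. Reads shared with pseudogenes may thus lower the footprint signal, as short footprints match several places more often. EEF1A1, for example, had a control value of -10.1 in the authors' deposited table. The 55 replication-dependent histone genes, whose mRNA has no poly(A) tail, had a median of 3.88 in both groups, above all random lists. This is consistent with poly(A) selection of the mRNA libraries, in which case TE levels of such genes are not comparable with those of others.

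Histone genes fell in mRNA and footprints alike. The median was -0.91 for mRNA and -1.02 for footprints, lower in 49 and 55 of 55 genes, with a median TE change of 0.00. Copies with near-identical sequence share reads, so the 55 values are not independent. If fewer cells were in S phase, other S phase genes would fall too. The 27 such genes in the table had a median footprint change of -0.45, at percentile 0.05, and a median mRNA change of -0.30, at percentile 2.48, just past the 2.5 limit. If fewer cells were dividing, G2 and mitosis genes would fall as well, and 26 of them had medians of 0.13 in footprints and 0.27 in mRNA, at percentiles 90.7 and 86.8. Each measure was higher in 17 of 26 genes, and both were higher in 13. The members went both ways, with footprint changes from -0.50 to 0.50 and mRNA changes from -1.99 to 1.05. No member fell as far in footprints as the histone median of -1.02, which goes against a general fall of these genes. In mRNA some members, such as CENPF at -1.99, fell further than the histone median of -0.91. The list as a set did not fall, but these values do not decide the question. A lower share of S phase cells and a lower share of dividing cells both stay open as hypotheses.

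An interferon response to the hairpin was also examined as a source of the large changes. The 29 interferon-stimulated genes in the table had medians of -0.17 in footprints and -0.08 in mRNA, at percentiles 12.4 and 21.2. The members went both ways, with footprints lower in 18 and higher in 11 genes, from -2.27 to 1.78, so the medians do not decide the question. In the authors' deposited table IFI44L changed by 2.97 in mRNA and 1.66 in footprints, IFIT1 by 1.14 and 1.07, and IFI6 by 0.97 and 1.78. In the same authors' deposited table OAS1 changed by -2.04 and -2.18, OAS2 by -1.63 and -2.27, and IFI27 by -2.13 and -2.14. The list as a set did not rise, and a change in some of its genes stays open.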
